# Cross-platform analysis of global microRNA expression technologies

**DOI:** 10.1186/1471-2164-11-330

**Published:** 2010-05-26

**Authors:** Carole L Yauk, Andrea Rowan-Carroll, John DH Stead, Andrew Williams

## Abstract

**Background:**

Although analysis of microRNAs (miRNAs) by DNA microarrays is gaining in popularity, these new technologies have not been adequately validated. We examined within and between platform reproducibility of four miRNA array technologies alongside TaqMan PCR arrays.

**Results:**

Two distinct pools of reference materials were selected in order to maximize differences in miRNA content. Filtering for miRNA that yielded signal above background revealed 54 miRNA probes (matched by sequence) across all platforms. Using this probeset as well as all probes that were present on an individual platform, within-platform analyses revealed Spearman correlations of >0.9 for most platforms. Comparing between platforms, rank analysis of the log ratios of the two reference pools also revealed high correlation (range 0.663-0.949). Spearman rank correlation and concordance correlation coefficients for miRNA arrays against TaqMan qRT-PCR arrays were similar for all of the technologies. Platform performances were similar to those of previous cross-platform exercises on mRNA and miRNA microarray technologies.

**Conclusions:**

These data indicate that miRNA microarray platforms generated highly reproducible data and can be recommended for the study of changes in miRNA expression.

## Background

DNA microarray technologies are powerful tools that can be used to quantify differences in the amount of specific DNA or RNA sequences between samples. Recently, application of this technology has extended to the measurement of changes in the abundance of microRNAs (miRNA). MiRNAs are a class of small non-coding RNAs (typically 21-25 nucleotides in length) that bind to mRNAs to regulate protein expression either by blocking translation or by promoting degradation of the mRNA transcript [1]. These molecules are implicated in a large number of biological processes and human diseases (e.g., [2-8]). As such, hundreds of papers in the past five years have been published using microarray technologies to explore changes in miRNA abundance.

Despite its widespread application, only three papers have systematically investigated the reproducibility of results produced between different miRNA detection technologies [9-11], with only one specifically comparing microarray platforms [11]. Early studies examining the reproducibility and correlation among microarray technologies for the detection of mRNA gene expression revealed very poor correlations, in part related to sub-optimal protocols, incomplete or incorrect annotation of early platforms, incorrect probe-matching between technologies, differences in data normalization, inadequate pre-filtering of probes that had low signal intensities, and lab-lab variation in technical abilities (reviewed in [12]). Later large-scale studies on more accurately annotated platforms applied appropriate probe-matching techniques, mathematical modeling and filtering techniques to reveal a very high correlation among mRNA microarray detection technologies both within and across laboratories (e.g., [13-16]). It is expected that the lessons learned from these early mRNA platforms will result in fewer problems associated with reproducibility among novel array-based nucleic acid technologies in the future. Nevertheless, as miRNA technologies are new and significant differences exist in the probe design and experimental protocols associated with the various commercially-available platforms, it is essential to investigate the correlation and reproducibility among these technologies. Various sources of technical and analytical variability are associated with miRNA profiling and it has been suggested that much more work is required to identify and minimize these technical variables and increase reliability and credibility of miRNA profiles (reviewed in [17]).

In the present study we investigate intra- and inter-platform correlation among 4 miRNA microarray technologies (Agilent Technologies, Exiqon, Invitrogen, LC Sciences) using commercially-available reference materials. We also investigate the rank correlation of miRNA expression on microarray platforms and miRNA expression using TaqMan qPCR-arrays.

## Results

We created two reference samples using commercially-available mouse reference RNA. 

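The Agilent and LC Sciences data comprised 4 samples each, 2 aliquots of Reference 1 and 2 of Reference 2, hybridized in one color. The aliquots of a reference came from a single pool, so the spread between them, and every p-value from it, is technical. For Agilent, 100 ng of total RNA per array was used, and the authors' scanner files hold the intensity of 11540 miRNA spots per array, covering 566 mouse miRNAs with a median of 20 spots each. The median signal of each spot, without background subtraction, was put on the log2 scale, normalized by cyclic lowess over the 4 arrays and reduced to the median over the spots of a miRNA, as the methods state. No spot was saturated. Because background was not subtracted, differences of dim miRNAs are understated. Spots of one miRNA can belong to probes of different brightness, and 41 of the 329 miRNAs that differed had probes on both sides of 0. For LC Sciences, the deposited normalized intensities were put on the log2 scale after adding 1. The deposited table has 3395 rows, in which each of 679 sets of 4 sample values stands exactly 5 times, and each set was counted once as a probe. These probes carry no miRNA name. The references were compared with limma separately for each platform, at a Benjamini-Hochberg adjusted p under 0.05.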

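On the Agilent array, 169 of 566 mouse miRNAs were higher in Reference 1 and 160 were lower. Of these, 128 higher and 108 lower miRNAs were among the 259 that were well above background on at least 1 array. The remaining 41 higher and 52 lower were not well above background on any array. In all, 329 differed, against 498 with median centering and 218 with the processed signal, where fewer were tested. The heart and skeletal muscle miRNA miR-1 had a normalized log2 signal of 10.09 ± 0.07 (SD, n = 2) in Reference 1 and 12.60 ± 0.03 (SD, n = 2) in Reference 2, a difference of -2.52 (standard error 0.04, adjusted p = 3.26e-29 from limma). The cardiac miRNA miR-499 differed by -3.14 (standard error 0.05, adjusted p = 3.48e-29 from limma), and miR-122, the abundant miRNA of hepatocytes, by -2.50 (standard error 0.04, adjusted p = 1.57e-28 from limma). Among miRNAs higher in Reference 1, miR-10b, which lies within a Hox gene cluster, differed by 3.39 (standard error 0.05, adjusted p = 2.96e-30 from limma). For miR-322 the difference was 2.56 (standard error 0.05, adjusted p = 1.54e-27 from limma). The probes of the other platforms were not matched to miRNA names here, so counts of probes are given for them. LC Sciences had 108 higher and 95 lower of 679 probes, against 4 and 6 in all without replicate 1 or replicate 2 of Reference 2. Exiqon had 60 higher and 51 lower of 1352 probes in 2 colors, and 16 higher and 8 lower in one color. The two-color count of 111 was 71 with median centering. With the replicate number as a block, 0 Exiqon one-color probes passed in limma (163 at an unadjusted p under 0.05). NCode had 47 higher and 31 lower of 1129 probes in 2 colors, and 24 higher and 19 lower in one color. In all, the NCode two-color count of 78 was 38 with no replicate block (15 to 34 without 1 sample), 25 without the intensity trend and 16 after normexp background correction. The one-color count of 43 was 115 after quantile normalization, 87 without the intensity trend and 86 in the deposited values. Without replicate 2 of Reference 1 there were 51 Exiqon and 110 NCode one-color probes, and 71 for NCode without replicate 1. Without either Reference 2 sample, 0 one-color probes passed in limma for Exiqon (99 and 109 at an unadjusted p under 0.05) and for NCode (126 and 103).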

The two references were selected to ensure differences in miRNA abundance between the samples (i.e., to optimize the number of differentially expressed miRNA), similar to the methods described by Irizarry *et al*. [18]. Reference 1 was created by pooling RNA derived from mouse testicle, ovary and from embryos, while liver, heart and lung were pooled to create Reference 2. 

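The Agilent miRNAs were grouped by lists of tissue and cell type miRNAs written before the data were examined. Of 7 miRNAs of striated muscle, 6 were lower in Reference 1 and 1, miR-206, was higher. miR-206, known from skeletal muscle, was not well above background in Reference 2 and was at least 4.74-fold higher in Reference 1 (adjusted p = 3.97e-28 from limma). This bound sets the mean of the brighter reference against the lowest signal well above background, or the miRNA's own where that was higher. Of 4 liver miRNAs, 3 were lower in Reference 1, with miR-192 at -2.14 on the log2 scale, and miR-148a was higher at 0.45. Of 10 blood cell miRNAs, 9 were lower, among them the erythroid miR-144 at -2.44, and miR-342-3p did not pass the test. The endothelial miR-126-3p was lower by a log2 difference of -1.68. All 5 epithelial miRNAs of the miR-200 family were lower, though 1 lay above 0 with median centering, with no normalization and with the processed signal. Of 28 miRNAs of the male germline, 23 were higher, 4 of them not well above background on any array, and none was lower, with miR-34c at 2.07 and miR-449a at 2.17. Of the 28, 16 were well above background on some array of Reference 1 and on no array of Reference 2. Over all mouse miRNAs on the array, 93 were above background only in Reference 1 and 16 only in Reference 2. That call does not by itself mean a higher signal, since miR-340-3p had it with a mean of 5.60 in Reference 1 and 5.91 in Reference 2. Of 46 miRNAs of the imprinted cluster, 35 were higher and 3 lower, 7 of these calls being of miRNAs not well above background on any array, and 31 of the 46 were likewise above background only in Reference 1. miR-127 of that cluster was at least 3.76-fold higher. All 3 measured mesenchymal miRNAs were higher, with miR-199a-3p at 2.08. None of 16 miRNAs of pluripotent cells was well above background on any array, although 1 higher and 3 lower passed the test. Adjusted over the list alone, the counts were 6 lower for striated muscle, 9 lower for blood, 24 higher for the germline and 35 higher for the imprinted cluster. The camera test with a preset correlation gave an adjusted p of 5.62e-07 for blood, 2.77e-08 for the germline and 1.38e-08 for the imprinted cluster. With an estimated correlation, each of these had an adjusted p = 0.246.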

Aliquots from these four references were hybridized to four genome-wide microarray technologies (Agilent, Exiqon, Invitrogen NCode and LC Sciences). The results from these arrays were compared to each other, and were then compared to the TaqMan miRNA PCR arrays produced from the same samples. The Agilent and LC Sciences arrays were carried out in 1 color, with 2 replicates per Reference pool. The Exiqon and Invitrogen NCode arrays were analyzed in two colors. For the two-color arrays, Reference 1 was labelled with Cy3 (Exiqon) or Alexa Fluor 3 (Invitrogen NCode), with Reference 2 labelled with Cy5 or Alexa Fluor 5, and then a dye swap was carried out. This was done twice for a total of 4 microarrays per platform. 

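The Exiqon data were the deposited normalized log2 intensities of 1352 probes, made by the authors with 1000 ng of total RNA per sample. The NCode data were scanner intensities of 4 slides with 11520 spots each, at 500 ng of total RNA, holding 1129 numbered miRNA probes with 6 spots each. For NCode two-color data, the channels of each slide were normalized by loess without background subtraction, and the values of a reference from its dye-swapped slides were averaged. For NCode one-color data, the Alexa Fluor 5 channel of the slide named for each sample was normalized by cyclic lowess. The one- and two-color values come from the same scans and are not independent. Because Reference 1 and Reference 2 of one replicate number shared a pair of dye-swapped slides, the two-color fits carried the replicate number as a block. Across probes, deviations of same-numbered samples from their reference means correlated at 0.522 for Exiqon and 0.361 for NCode in 2 colors. In both platforms the probes are numbered and were not matched to miRNA names. The paper describes both arrays as multi-species, and mouse probes could not be picked out.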

All microarray analyses presented herein were based on a sample size of 4 (two replicates of Reference 1 and two replicates of Reference 2 for each platform). To ensure that the different platforms were maximally comparable, each of the two-color platforms were also analysed in one-color format. The Exiqon platform was thus analysed for the Cy3 channel only, with the NCode platform analysed for the Alexa Fluor 5 channel only. In general, inter-platform correlations were highest for both platforms when data were analyzed in two-colors, though this reduced intra-platform reliability specifically for the NCode platform.

One process that can introduce discrepancies between the results produced by different platforms is the selection of the appropriate normalization algorithm. Various methods have been proposed for miRNA arrays. In the present study, microarray data from each of the technologies were normalized using a cyclic lowess approach for 1-color analyses, and a dye swap with lowess normalization for 2-colors. Initial analysis revealed that the platform correlations were slightly higher using this approach than using a quantile normalization (data not shown). 

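Between-platform correlations after both normalizations were not analysed here, so only within-platform Spearman correlations can be set side by side. For Agilent the correlation over 113 present miRNAs was 0.995 with cyclic lowess and 0.994 with quantile normalization. For NCode in one color, over 265 present probes, it was 0.739 with cyclic lowess (bootstrap standard error 0.0328 over probes) and 0.710 with quantile normalization. For NCode two-color data, over 16 probes, the within-slide normalization gave 0.899 and quantile normalization 0.856. These differences were smaller than the bootstrap standard error of the first correlation of each pair. That error describes a single correlation over resampled probes. No error of the paired difference was computed, so whether the normalizations differ was not tested. The deposited normalized values of the other platforms gave 0.685 for LC Sciences, 0.319 for Exiqon two-color and 0.333 for Exiqon one-color data. A further quantile normalization gave 0.660, 0.324 and 0.325. The LC Sciences difference exceeded 0.0229, the standard error of its correlation, and the Exiqon differences did not exceed theirs. That of Exiqon two-color data ran the other way.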

Cyclic lowess normalization assumes an equal proportion of up-regulated and down-regulated probes, and this assumption was not violated in the current dataset (data not shown).

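Over all 566 Agilent miRNAs, 45.1% had a mean log2 ratio above 0, that is, were higher in Reference 1 (exact binomial 95% interval 40.9% to 49.3%). Among the 329 that passed the test, 51.4% were higher. These values follow cyclic lowess, which itself pulls the ratios toward 0. The share was 41.5% with no normalization and 36.2% when the arrays were only centered on their medians. For LC Sciences it was 53.9% of 679 probes (interval 50.1% to 57.7%) in the deposited normalized values, 46.7% after a further quantile normalization and 39.8% after median centering. For Exiqon it was 51.7% of probes in 2 colors and 55.8% in one color. In NCode one-color data 48.7% of 1129 probes were higher in Reference 1 after cyclic lowess, 78.0% with no normalization and 40.5% with median centering. In NCode two-color data the share was 35.8% (interval 33.0% to 38.7%) and it was 60.3% among the 78 probes that passed the test. With median centering the NCode two-color share was 50.0%, and with no normalization it was 70.5%. The intervals treat miRNAs as independent, which they are not.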

MiRNA sequences are extremely short, and thus the problems associated with probe matching that complicated the comparison of gene expression profiles across technologies are less relevant. However, the various platforms' probes were developed using different miRBase databases and thus should not be matched by name alone. Thus, to compare across platforms probes were matched by sequence. Technical replicates of probes were spotted on all of the array technologies; the medians of these technical replicates were used for the subsequent analyses. Using this approach there were 189 probes in common across the 4 microarray technologies. Among these probes, 54 yielded signal intensities that were significantly above background (i.e., 'present') on all platforms and were also included on the TaqMan arrays. Venn diagrams for present probes are found in Additional Files 1 and 2 (File 1: Figure S1; File 2: Figure S2). In general the detection of probes between pairwise comparisons was quite similar, with no single platform greatly influencing the overall number of probes in common. When comparing both within and between platforms, correlation analyses were performed on two different probe sets. First, to ensure calculations were based on maximum numbers of miRNAs, correlations were determined for all miRNAs that were 'present' on both platforms being compared. Second, in order to ensure a fair comparison across all platforms, correlation analyses were performed on the subset of 54 miRNAs present on all platforms.

We examined within-platform quality metrics and reproducibility to get a general sense of the performance of each platform. 

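Present calls followed the stated rule, a spot median at or above the trimmed mean plus 3 trimmed SD of the negative controls, with a miRNA absent if any of its spots was absent. They cover every mouse miRNA on Agilent or numbered probe on NCode, not the sequence-matched set. The paper describes the NCode set as multi-species, so its numbered probes are not all for mouse. On Agilent, 113 of 566 miRNAs were present in all 4 samples, including miR-1, miR-122, miR-322 and miR-34c. miR-10b and miR-206 were not among them, since at least 1 of their spots lay below the threshold. On NCode, 265 of 1129 probes were present in one color and 16 in 2 colors, where both channels had to pass. The paper does not state how samples and channels are combined into a call, so requiring all of them was a choice made here. The Alexa Fluor 3 threshold was 2502 on the slide that held replicate 1 of Reference 2 in that channel, and 253 to 929 on the other slides. The NCode two-color count was 71 without replicate 1 of Reference 2, and 41 when at least 50% of a probe's spots had to pass. Exiqon and LC Sciences present calls were not analysed here.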

The numbers of miRNAs detected within the platforms were very similar (122 miRNAs present for Agilent, 131 for Exiqon, 118 for Invitrogen NCode, and 131 for LC Sciences). A rank correlation analysis was carried out to evaluate the precision of the platforms (i.e., correlation of technical replicates). 

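Reproducibility was measured as the Spearman correlation across miRNAs of log2 ratios of Reference 1 to Reference 2 between replicates, averaged over the same-numbered and the crossed pairing. For Agilent it was 0.995 (bootstrap standard error 0.00144, 95% interval 0.991 to 0.997, 113 present miRNAs), and 0.922 over all 566. With spots marked as outliers by the scanner software left out array by array it was 0.827, with them left out on every array 0.9935, and with the medians of probes averaged after leaving them out 0.9957. For Exiqon present calls from negative controls were not made here. Over all 1352 probes the correlation was 0.319 (standard error 0.0250) in 2 colors and 0.333 (standard error 0.0252) in one color. Over the brightest 10% of the Exiqon probes, a set chosen after the data were seen, it was 0.753 and 0.716. miRNAs are not independent replicates, so these errors describe the set of miRNAs only.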

Spearman correlation analysis revealed a very high level of reproducibility within platforms for all four of the miRNA microarray platforms (Table 1). The poorest reproducibility was observed for the Invitrogen NCode platform, particularly when two-color data were analyzed. 

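For NCode in 2 colors the correlation was 0.899 over the 16 probes present in both channels (bootstrap 95% interval 0.674 to 0.982). Over the 265 probes present in one-color data it was 0.569 (standard error 0.0440), and over all 1129 probes 0.248 (standard error 0.0287). Over the brightest 10% of probes it was 0.716 (standard error 0.0563), against 0.753 (standard error 0.0451) for Exiqon in 2 colors, a difference within their errors.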

Closer inspection revealed that signal quality was relatively low for the Alexa Fluor 3 channel which led to greater differences in comparisons between the dyes. 

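The random hexamer control spots had a coefficient of variation of 86.7% ± 60.9 (SD, n = 4 slides) in the Alexa Fluor 3 channel and 8.68% ± 2.70 in the Alexa Fluor 5 channel. The median coefficient of variation over the 6 spots of a miRNA probe was 49.6% ± 24.6 for Alexa Fluor 3 and 6.80% ± 1.11 for Alexa Fluor 5. Both were higher for Alexa Fluor 3 on 4 of 4 slides (exact paired permutation test, two-sided p = 0.125 for each, the smallest that 4 slides allow). The median probe signal over the control median was also higher for Alexa Fluor 3, at 2.33 ± 0.33 against 1.09 ± 0.04. Probe medians were 57 to 64 for Alexa Fluor 5, close to its control medians of 55 to 57, and 334 to 968 for Alexa Fluor 3. Background was not subtracted, and signals near that floor have a small coefficient of variation whatever their precision. These coefficients therefore do not rank the precision of the channels. The share of probe spots above the control threshold was 49.1% ± 26.4 for Alexa Fluor 3 and 39.3% ± 4.02 for Alexa Fluor 5 (exact paired permutation test, p = 0.625). The Alexa Fluor 3 channel taken alone had a within-platform correlation of 0.0959 (95% interval -0.0110 to 0.198) over the 265 probes present in Alexa Fluor 5, and 0.713 (95% interval 0.250 to 0.924) over the 16 probes present in both channels. The paper states that this channel's signal quality was low and that this led to larger differences between the dyes.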

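On the 265 NCode probes present in one-color data, the one-color correlation exceeded the two-color one by 0.170 (bootstrap 95% interval 0.0991 to 0.247). This set was defined on the one-color channel itself. Over all 1129 probes the excess was 0.200 (interval 0.141 to 0.259). Over the 16 probes present in 2 colors it was 0.0426, with an interval of -0.103 to 0.221 that includes 0.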

Exclusion of data from this channel through single-color data analysis greatly improved reproducibility to 0.850. Reliability of this platform may have also been compromised by printing arrays in-house, and indeed, correlations of the other commercial platforms were higher (0.913-0.995). 

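For LC Sciences, with 1000 ng of total RNA per sample, the correlation was 0.685 (bootstrap standard error 0.0229) over all 679 probes, dim ones included. Over the 68 brightest probes, 10% of the array chosen after the data were seen, it was 0.968 (95% interval 0.935 to 0.980). The probes were not matched to miRNA names.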

We note that a very high level of within-platform correlation was obtained for LC Sciences, despite using sub-optimal hybridization conditions (starting total RNA was limiting).

**Table 1:** Within platform correlations for miRNA arrays.

	Probe Technology	MiRBase version	One or two-color analysis	Number of miRNAs considered	Correlation	Standard Error	95% Confidence intervals
Agilent Mouse miRNA (P/NG4472A)	60 mer probes with hairpin loop structure and 5'G residue complement to the C residue added to the microRNA during labelling	MirBase 12	One	122	0.995	0.0014	0.991-0.997
				54	0.995	0.0035	0.984-0.997
LC Science Mouse miRNA Microarray MRA-1002	μParafloTM Technology uses proprietary in-situ oligo synthesis, microfluidic reaction cells, and novel photochemistry coupled with photolithography; full content flexibility	MirBase 12	One	131	0.978	0.0068	0.961-0.987
				54	0.981	0.0105	0.952-0.992
Exiqon miRCURY LNA™ microRNA Array kit	LNA Locked Nucleic Acids are conformationally locked into a favourable confirmation for miRNA binding	MirBase 11	Two	131	0.914	0.0189	0.870-0.944
				54	0.913	0.0258	0.848-0.948
			One	125	0.874	0.0330	0.798-0.925
				54	0.802	0.0723	0.631-0.910
Invitrogen NCode Multi-Species miRNA Microarray Probe Set V2	34-44 nucleotide probes designed as dimers of sequences complementary to mature miRNAs, trimmed to reduce melt temperature variability between probes.	MirBase 9	Two	118	0.706	0.0544	0.586-0.798
				54	0.816	0.0532	0.686-0.892
			One	124	0.853	0.0338	0.775-0.907
				54	0.850	0.0553	0.716-0.928

Spearman correlations and the 95% confidence intervals are presented for the miRNAs that were present within a platform from the sequence-matched list, as well as the 54 miRNAs that gave detectable signals on all four platforms.

A rank correlation analysis was applied to compare across the technologies, where the two reference samples were used to derive log ratios (i.e., relative expression). Log ratios were generated using all combinations of references pairs. A Spearman correlation was then used to examine the relationship across technologies (Table 2; see Additional file 3: Table S1 for complete dataset). 

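The mean log2 ratios of Reference 1 to Reference 2 from one- and two-color data correlated across the 1352 Exiqon probes at a Spearman rho of 0.852 (bootstrap standard error 0.0118). For NCode, rho was 0.965 (95% interval 0.845 to 0.997) over the 16 probes present in both analyses and 0.530 (standard error 0.0283) over all 1129 probes. The correlations share scans, and those between different platforms were not analysed here.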

For the two-color platforms, these comparisons were based on both one- and two-color analyses, each of which are presented in Table 2. However, discussion of the data comparing Exiqon and Invitrogen NCode platforms to other arrays will be restricted to the two-color analyses, given that these platforms were designed as two-color platforms and were run in two color form, and therefore there is potential for cross-talk or competitive hybridization between the channels. A high level of correlation was observed between all array platforms. Correlation coefficients ranged from 0.765-0.949 in analyses based on miRNAs present on the two platforms being compared, or 0.731-0.949 based on the 54 miRNAs present across all platforms. Analysis of the 54 miRNAs in common revealed a higher correlation coefficient for Agilent vs Exiqon compared to the other platform contrasts. However, there was a high degree of overlap of the confidence intervals across the correlation analyses. Scatterplots were generated for present and absent miRNAs (see Additional file 4). Although the present probes revealed higher R^2 ^values (range 0.431-0.867), probes within the background were also positively linearly associated (R^2 ^range 0.214-0.741).

**Table 2:** Between platform pairwise correlations for miRNA arrays.

	Agilent	LC Sciences	Exiqon 2	Exiqon 1	NCode 2	NCode 1
Agilent		0.794 0.676-0.870 (71)	0.949 0.905-0.970 (72)	0.892 0.811-0.940 (69)	0.770 0.628-0.863 (70)	0.768 0.623-0.865 (72)
LC Sciences	0.757 0.617-0.849 (54)		0.824 0.730-0.882 (72)	0.766 0.646-0.843 (70)	0.765 0.649-0.843 (71)	0.663 0.491-0.790 (75)
Exiqon 2	0.949 0.892-0.974 (54)	0.794 0.664-0.876 (54)		0.943 0.895-0.967 (81)	0.808 0.680-0.890 (71)	0.750 0.604-0.849 (74)
Exiqon 1	0.867 0.756-0.931 (54)	0.722 0.559-0.832 (54)	0.927 0.849-0.966 (54)		0.823 0.702-0.897 (68)	0.771 0.631-0.864 (71)
NCode 2	0.843 0.715-0.918 (54)	0.731 0.562-0.843 (54)	0.869 0.751-0.934 (54)	0.884 0.778-0.943 (54)		0.891 0.800-0.943 (76)
NCode 1	0.822 0.664-0.917 (54)	0.672 0.446-0.830 (54)	0.814 0.664-0.905 (54)	0.822 0.676-0.909 (54)	0.935 0.865-0.966 (54)	

Spearman correlations and the 95% confidence intervals are presented for miRNA present in individual pairwise-contrasts (above diagonal) or using the 54 sequence-matched miRNAs with detectable signals on all four miRNA platforms. Numbers in brackets indicate the number of miRNA probes used in deriving the analysis.

Because qRT-PCR is used to validate the results of microarray experiments, we used TaqMan miRNA arrays to explore the correlation of arrays with qRT-PCR. This analysis is aimed at evaluating the potential accuracy of the microarrays, as described in [18]. The differences on the log_2 _scale were multiplied by -1 in order to derive a positive correlation coefficient, since low Ct values are associated with high expression (i.e., the opposite of DNA microarrays). All miRNAs that were present on the miRNA arrays yielded Ct values equal to, or less than 25. Thus, these miRNAs exhibited Cts that were well within the range of detection of this method [19]. Spearman correlation analysis revealed a high level of agreement between the TaqMan and miRNA arrays (Table 3). The average correlation coefficients were 0.68 (miRNA present in a pairwise contrast) and 0.65 (using the 54 miRNAs present across all platforms). Irrespective of the analysis employed (one- or two-color, or miRNAs present in each pair-wise contrast, or all miRNAs present in all platforms), correlations ranged from 0.642-0.775. The only exception was in correlations between LC science arrays and RT-PCR using the restricted set of 54 miRNAs, which gave a correlation of 0.51. This correlation was significantly lower than those observed with some of the other platforms, though significance was marginal and is lost after family-wise error rate correction (Additional File 5: Table S2). Concordance correlation coefficients (CCCs) were calculated for the 54 miRNAs in common and present, as well as for the miRNAs that were present on an individual microarray platform. These data are summarized in Table 4. In contrast to the rank correlation analysis, LC Sciences exhibited the highest CCC in this analysis, with NCode 2 colour demonstrating the lowest. However, analysis of the 54 miRNA in common among all platforms revealed a high overlap among the 95% confidence intervals, and thus did not reveal any significant differences between the platforms.

**Table 3:** MiRNA array correlations with TaqMan arrays.

	One or two-color analysis	Number of miRNAs considered	Correlation	Standard Error	95% Confidence intervals
Agilent	One	122	0.692	0.0633	0.553-0.799
		54	0.653	0.1073	0.414-0.831
LC Science	One	131	0.680	0.0590	0.548-0.782
		54	0.506	0.1215	0.241-0.762
Exiqon	Two	131	0.700	0.0569	0.575-0.799
		54	0.656	0.1079	0.412-0.835
	One	125	0.700	0.0598	0.567-0.804
		54	0.691	0.1009	0.467-0.855
Invitrogen NCode	Two	118	0.642	0.0567	0.517-0.737
		54	0.775	0.0850	0.575-0.907
	One	124	0.659	0.0573	0.533-0.759
		54	0.730	0.0896	0.521-0.873

Spearman correlations and the 95% confidence intervals are presented for all the miRNAs that were present on a platform, or using the 54 sequence-matched miRNAs that were detected by all four microarray technologies.

**Table 4:** Correlation between miRNA arrays and TaqMan arrays.

	One or two-color analysis	Number of miRNAs considered	CCC	95% Confidence intervals
Agilent	One	122	0.416	0.337-0.488
		54	0.405	0.268-0.527
LC Science	One	131	0.545	0.454-0.624
		54	0.610	0.451-0.732
Exiqon	Two	131	0.461	0.371-0.542
		54	0.532	0.377-0.657
	One	125	0.409	0.329-0.483
		54	0.459	0.320-0.579
Invitrogen NCode	Two	118	0.314	0.241-0.383
		54	0.435	0.315-0.540
	One	124	0.225	0.225-0.281
		54	0.344	0.243-437

Concordance correlation coefficients and the 95% confidence intervals are presented for all the miRNAs that were present on a platform, or using the 54 sequence-matched miRNAs that were detected by all four microarray technologies.

## Discussion

New technologies for the analysis of changes in miRNA expression are widely used but have not been adequately validated. We examined within and between platform correlation of four DNA array technologies for miRNA analysis as well as TaqMan PCR arrays. Within-platform correlations provide an estimate of the array reproducibility, while comparison to RT-PCR provides insight into the accuracy of the platforms as described in Irizarry *et al*. [18]. Two distinct pools of commercially-available reference materials were selected in order to maximize differences in miRNA content. All analyses were based on the log ratios of these two distinct samples as recommended in prior cross-platform microarray publications [14,18,20,21]. Aliquots from the same reference samples were used for all technologies to ensure comparability. Because LC Sciences was the last technology that we explored, miRNA concentration was limiting for this platform. As such, the protocol used was not according to the supplier's recommendation. Thus, we expect the results of this platform would improve if more total RNA was used. Probes across microarray technologies were matched by sequence to avoid errors in annotation resulting from the development of probes from different versions of miRBase. Filters were applied to remove miRNAs that gave signal intensities within the background, and the same normalization protocol was applied across the technologies. All analyses were carried out on a subset of genes that passed all these quality metrics. Moreover, two color platforms were also examined using a one-color approach to minimize differences across technologies.

Using this stringent data handling protocol we calculated the within-platform variability to determine the precision of the platforms [18]. This analysis revealed a high level of reproducibility within a given technology (Table 1). The Invitrogen NCode array exhibited the lowest within-platform correlation. This may be expected as these arrays were printed in-house, and both quality and reproducibility of a commercial product should be much higher. Moreover, we obtained poor signal quality on one of the channels, and a one-color analysis of this platform greatly improved reliability. Indeed, with the exception of the two-color NCode analysis, within-platform analyses revealed very high Spearman correlation for all pairwise contrasts, ranging from 0.850-0.995. These within platform correlation coefficients are within the same range as those of previous cross-platform and cross-institute exercises on mRNA microarray platforms (e.g., [18,21]) and microRNA technologies [11]. For example, Sato *et al*. obtained correlation coefficients for miRNA arrays that ranged from 0.83 to 0.99, depending on the tissue origin of the miRNA samples [11]. These data indicate that the four microarray platforms generated highly reproducible data that are in-line with previous cross-platform papers.

Further analyses also revealed a high level of reproducibility across technologies. Spearman correlation coefficients were generated for each possible pairwise contrast for each of the microarray technologies using miRNAs that were present across all platforms (n = 54) or in common between specific pairwise contrasts (Table 1). Scatterplots were produced for both present and absent miRNAs (Additional file 4). Spearman analysis compares the log ratio ranks (Reference 1 to Reference 2) to determine whether the distribution of fold changes is similar. Focusing on the two-color analyses for Invitrogen NCode and Exiqon (given that this is how these platforms were designed and hybridized), the average cross-platform correlation coefficient for all platform comparisons was 0.82 (range of 0.731-0.949) using the 54 miRNAs present across all platforms, with a large amount of overlap in the confidence intervals. Scatterplots for all pair-wise comparisons (Additional file 4) yielded very similar findings. The cross-platform correlations are consistent with previous work on mRNA expression arrays [14,16] and with the single previous study examining miRNA array platforms [11]. For example, Spearman rank correlation coefficients for cross-platform analyses ranged from 0.590 to 0.941 in the MAQC consortium [21]. Rank correlation analysis of miRNA arrays revealed a median rank correlation of 0.55 (using only detectable miRNAs); the highest correlation found was 0.87 [11]. Thus, the results of the present study reveal correlation coefficients that overlap with the high end of these previous cross-platform analyses. As such, we conclude that results generated by these different technologies are highly concordant.

The highest correlation was found between Agilent and Exiqon (Table 2). Results for this comparison were significantly higher than most of the other comparisons. We routinely use the Agilent platform for all of our gene expression studies, and thus expected within-and between-platform correlations for Agilent to be high. Moreover, the Agilent and Exiqon platforms were the first experiments to be run, and were run inside our laboratory, while LC Sciences and NCode were done in other laboratories (see Methods). As LC Sciences was the last platform analyzed, the amount of RNA available was well below the company's recommended protocol. Thus, we caution that the finding that one platform is better than the others, or that Exiqon and Agilent produce more correlated data, may not generally extend beyond the present experiment. Indeed, our primary interpretation of the data is that the platforms show a high level of similarity to each other despite being hybridized in different labs, at different times, with different protocols and amounts of expertise.

We examined the correlation of the log ratios between the array platforms and miRNA expression measured using TaqMan arrays, as qRT-PCR is often considered to be the 'gold standard' for validation. All miRNA that were 'present' on the array technologies yielded Ct values that were equal to, or less than, 25. The correlation coefficients from this analysis ranged from 0.506-0.775. This is much higher than a previous publication examining the correlation between TaqMan PCR arrays and miRNA arrays, which yielded a correlation coefficient of 0.44, suggesting considerable variability between the approaches [10]. However, these numbers are in-line with the previous study on miRNA arrays that compared several platforms to TaqMan arrays, and found a range of correlation coefficients from 0.44 to 0.86 (including 0.85 for Agilent and 0.67 for Exiqon) [11]. This analysis is aimed at estimating the potential accuracies of the platforms. Using the 54 miRNAs that were present among all platforms, LC Sciences exhibited the lowest rank correlation coefficient with TaqMan, however, this may be due to small sample size. Indeed, the correlation coefficient for the 122 miRNAs present on that platform was 0.680, in-line with the other platforms. Moreover, analysis of CCCs for this platform (against TaqMan arrays) revealed the highest coefficients. CCC incorporates measures of both accuracy and precision in one index and is proposed to be a universal measure of study quality [22,23]. The precision is not based on ranks, and thus will give slightly different result than the above Spearman rank correlation analysis. The ranges of CCCs were in-line with data produced for Affymetrix gene expression data against RT-PCR [23]. In the present analysis, LC Sciences exhibited the highest CCC, however, comparisons among the 54 sequence-matched miRNAs that were present on all platforms revealed overlap among the confidence intervals (i.e., no significant differences among the platforms). These combined data indicate that there were minimal differences in correlation with TaqMan among the technologies, and all platforms perform well relative to mRNA expression arrays.

The present study is complementary to a recent elegant paper by Sah *et al*. [24], which employed a very different experimental design to evaluate performance of multiple miRNA microarray platforms. In our study, we compare different biological samples to evaluate reliability of arrays within and between platforms, as well as between technologies (i.e., microarray vs. RT-PCR). In contrast, Sah *et al*., used dilution series of spike-in positive controls on four microarray platforms to evaluate the platforms. Specifically, they determined accuracy/sensitivity (defined as whether arrays revealed expected changes in signal intensity following known changes in spike-in concentration, over a wide range of concentrations) and specificity/precision (changes in signal intensity specific only to probes for the manipulated spike-in controls, or changes observed for other miRNAs for which signal intensity is expected to be unaltered). As with our study, while differences were detected between the platforms, all four arrays performed well in each measure of array quality.

## Conclusions

We conclude that the knowledge acquired from early work on the technical issues related the protocols and data processing methods applied to gene expression microarrays have greatly facilitated the rapid implementation of highly-reproducible data using miRNA arrays. The four platforms examined in the present study show high levels of both within- and between-platform reproducibility. The platforms also correlate well with TaqMan arrays. We would recommend any of the methodologies listed in this paper for the study of changes in miRNA expression.

## Methods

### Reference miRNA materials

Reference RNA was developed from FirstChoice^® ^mouse Total RNA including the small fraction (Catalogue # AM7800-AM7828, Ambion, Streetsville, ON). Two references were made from the various stocks. Reference # 1 was a pool of equal amounts of total RNA from mouse testicle, ovary and 10-12 day embryo. Reference #2 was a pool of equal parts total RNA from mouse liver, heart and lung. Aliquots from the reference RNA pools were analyzed in the following order: Agilent (in-house), Exiqon (in-house), NCode (outsourced to Carleton University), TaqMan PCR arrays (out-sourced to the University of Montreal, Montreal, Quebec), followed by LC Sciences (outsourced to LC Sciences in Houston, Texas) over the period of June-September in 2009.

### miRNA expression profiling using Agilent arrays

Agilent miRNA arrays were performed in one color at Health Canada, Ottawa, with all samples on a single 8_x_15k microarray, according to the manufacturer's instructions (Agilent Technologies). Briefly, 100 ng reference RNA was dephosphorylated by incubation with calf intestinal phosphatase at 37°C for 30 min and denatured using 100% DMSO at 100°C for 5 min. Samples were labelled with pCp-Cy3 using T4 ligase by incubation at 16°C for 1 hour. Each labelled RNA sample was hybridised to an individual array on 8_x_15K format Agilent mouse miRNA array slides, with each array containing probes for 567 mouse miRNAs and 10 mouse gamma herpes virus miRNAs. Four arrays were hybridised with Reference #1, and four arrays were hybridized with Reference #2. Hybridisations were performed in SureHyb chambers (Agilent) for 20 hours at 55°C. Arrays were washed according to manufacturer's instructions and scanned at a resolution of 5 μm using an Agilent G2505B scanner. Data were acquired using Agilent Feature Extraction software version 9.5.3.1. One array yielded a very poor hybridization signal and did not pass the Agilent quality control metrics in the Feature Extraction software. Two arrays from each Reference sample were randomly chosen for the subsequent analyses.

### miRNA expression profiling using Exiqon arrays

Exiqon arrays were performed in two colors at Health Canada, Ottawa, according to manufacturer instructions. One microgram of each mouse Reference RNA sample was labelled with a Hy5 fluorophore (Exiqon, Woburn, MA, USA) and co-hybridised with 1 μg of the other Reference RNA standard in Hy3. Two replicates were performed as well as two dye swaps (i.e., a total of 4 arrays hybridized). Labelling reactions were performed using Exiqon's miRCURY LNA miRNA power labelling kit, according to the manufacturer's protocol. Briefly, 5' phosphates were removed using calf intestinal phosphatase. Hy3 or Hy5 fluorescent molecules were attached enzymatically to the 3' end of the miRNAs. Hy3 and Hy5 labelled samples were co-hybridised to Exiqon multi-species miRCURY LNA miRNA array slides (version 11.0), containing ~1700 capture probes covering all human, mouse and rat miRNAs annotated in miRBase 11.0. Hybridisations were performed in SureHyb chambers (Agilent) for 16 hours at 56°C. Slides were washed according to manufacturer's instructions and scanned at 5 μm resolution using an Agilent G2505B scanner. Data were acquired using Agilent Feature Extraction software version 9.5.3.1, using an FE protocol available on-demand from Exiqon.

### miRNA expression profiling using Invitrogen NCode arrays

NCode arrays (Invitrogen) were performed in two colors at Carleton University, Ottawa, according to manufacturer instructions. Custom arrays were printed in house using the Invitrogen NCode Multi-Species miRNA Microarray Probe Set V2 (Invitrogen) which includes 1140 probes covering six different species, including 427 mouse miRNA probes designed from the Sanger miRBase Sequence Database, Release 9.0. The probe set was modified to incorporate dilution series for endogenous miRNAs and spike-in controls, print-tip carry-over controls, and random hexamer negative controls based on the design described by Yauk et al [25]. Following Invitrogen guidelines, probes were dissolved at 30 μM in Pronto!™ Epoxide Slide Spotting Solution (Corning) and printed on Epoxide-Coated Slides (Corning) using the VersArray ChipWriter Pro (BioRad), with each spot replicated 6 times per array. Arrays were pre-soaked and pre-hybridized according to manufacturer's instructions (Corning). Two replicates and two dye-swaps (i.e., 4 arrays) were performed. For each labelling reaction, 0.5 μg of total reference RNA was spiked with 40 fmoles NCode Microarray Positive Control (Invitrogen) and labelled using the NCode Rapid miRNA Labelling System according to manufacturer's instruction (Invitrogen). Briefly, polyA polymerase is used to add a poly(A) tail to the RNA, to which is then ligated a DNA polymer carrying ~15 molecules of the fluorophore (Alexa Fluor^® ^3 or 5). Ligation is mediated by an oligo(dT) bridge whose sequence matches both the poly(A) tail of the RNA, and the fluorophore-labelled DNA polymer. Arrays were hybridized 10 hours at 52°C. In a modification of the standard protocol, hybridizations were performed using Agilent hybridization chambers within a rotisserie oven, which required dilution of the hybridization mix to a total volume of 120 μl, by addition of BSA (8 mg/ml) and Enhanced Hybridization Buffer (Invitrogen). Arrays were washed and dried by centrifugation according to manufacturer's instructions. To protect dyes against ozone-mediated degradation, 0.1 mM dithiothreitol was added to each wash solution, and slides were dried and stored in sealed tubes containing 20 μl of ≥ 98% 2-mercaptoethanol, ensuring that there was no contact between the reducing agent and the array. Arrays were scanned with a GenePix 4000B laser scanner (Molecular Devices) with a scan resolution of 5 μm, and PTM between 620 to 660 V. Non-background-subtracted signal intensity was determined using Imagene 8.0 image analysis software (Biodiscovery, Inc.).

### miRNA expression profiling using LC Sciences

LC Sciences arrays were performed in one color by the company at the LC Sciences Headquarters (Houston, TX) using two replicates of each reference pool. This platform contains all known mouse miRNA from the Sanger miRBase database (release 14.0). The assay used lower starting quantities of total RNA because RNA was limiting (recommended 5-8 μg). Thus, the protocol was sub-optimal for this platform. Briefly, 1 μg of total reference RNA was extracted with Trizol reagent (Invitrogen) and size fractionated using a YM-100 Microcon filter (Millipore). Small RNAs less than 300 nucleotides in length were extended with a poly(A) tail using poly(A) polymerase. Poly(A) tails were ligated with an oligonucleotide tag for subsequent dye staining. Hybridizations were carried out overnight on μParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies) [26,27] using 100 μL 6× SSPE buffer (0.90 M NaCl, 60 mM Na_2_HPO_4_, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C overnight. Each detection probe on the microfluidic chip consisted of a chemically-modified nucleotide coding segment complementary to target microRNA or other RNA (control sequences), and a spacer segment of polyethylene glycol to extend the coding segment away from the substrate. The detection probes were made by *in situ *synthesis using PGR (photogenerated reagent) chemistry. After RNA hybridization, tag-conjugating Cy3 dyes were circulated through the microfluidic chip for dye staining. Images were acquired using a GenePix 4000B (Molecular Device) laser scanner. Intensity data were collected using Array-Pro image analysis software (Media Cybernetics) with a scan resolution of 10 microns and PTM between 480 and 540 V. Analysis was conducted on background subtracted signal intensities. Background was determined using a regression-based background mapping method. Spots yielding true signal (i.e., present) had signal intensities higher than 3 ×(background standard deviation) and standard deviation/signal intensity < 0.5. CV is calculated by (standard deviation)/(signal intensity). Probes repeated multiple times on an array were called present if the signals from at least 50% of the probes were above detection level.

### Normalization and data processing

For two-color analyses, a dye swap was applied followed by a lowess normalization. For analysis in one color on Agilent, Exiqon and Invitrogen NCode arrays, non-background subtracted median signal intensities were cyclic-lowess normalized [28] in R [29]. Cyclic lowess normalization is a one colour normalization method which is a modification of lowess normalization for two colour studies. The method estimates a lowess curve for all distinct pairwise combinations. For all pairs of arrays for any array k where 1 = k = n, the adjustments for array k relative to the other arrays are averaged and applied to the raw data to obtain the normalized data [28]. The Cy3 channel was used for the Exiqon slides because Cy3 was used for LC Sciences and Agilent. The Alexa Fluor 5 channel was used for the NCode arrays because the Alexa Fluor 3 channel produced lower quality of data. The background for the Agilent array was measured using the (-)3xSLv1 probe, using the hsa_negative_control_1 probes for the Exiqon platform, and using the pool of random hexamers for NCode arrays. Spots with median signal intensities less than the trimmed mean plus three trimmed standard deviations of these negative controls were flagged as absent. A trimmed mean or truncated mean is a statistical measure of central tendency, where a percent of the high and low ends of a distribution are removed and the mean is calculated using the remaining data of the remaining distribution. In the present study the trim (or proportion of data removed) was set at 5%. MiRNA technical replicates were then averaged by taking the median of the technical replicates. The collapsed observation was flagged as absent if at least one of the values used to calculate the average was flagged.

Data processing of LC Sciences arrays was carried out by LC Sciences using their standard data analysis methods. Briefly, cyclic-lowess (locally-weighted regression) normalization was carried out on background-subtracted data according using the same methods as those described above and in [28]. Transcripts were considered to be present if the signal intensity was greater than 3 × (background standard deviation) and the spot CV < 0.5 (where CV = (standard deviation)/(signal intensity)).

Normalized and raw intensity values for all microarray data have been deposited in the NCBI Gene Expression Omnibus database under the accession number GSE19669.

### TaqMan arrays

Reference pools 1 and 2 were analyzed using TaqMan^® ^rodent microRNA arrays v2.0 (A and B) (Applied Biosystems). These arrays represent 585 mature miRNA derived from Sanger miRBase v10 analyzed over two 384-well PCR plates. RT-PCR reactions were carried out using the manufacturer's recommendation. In brief, 1 μg of total RNA was reverse transcribed using Megaplext RT Primers and TaqMan miRNA reverse transcription kids. Quantitative RT-PCR was performed at the University of Montreal http://www.iric.umontreal.ca/Recherche/Plates_Formes/Genomique_EN.html using an Applied Biosystems 7900HR system and TaqMan universal PCR master mix using the following conditions: 10 min at 94.5°C followed by 40 cycles of 97°C for 30 s and 59.7°C for 1 min. Cycle threshold (Ct) values were calculated using the SDS2.2.2 using the automatic baseline and threshold of 0.2. Normalized expression (NE) was calculated using NE = 2expDeltaDeltaCt, where Ct is the threshold cycle to detect fluorescence. The data were normalized to miRNA U6. Ct values that were greater than 35 were considered to be below the detection threshold of the assay [19].

### Filtering and statistical analysis

Because miRNA probes from the various platforms were based on different MiRBase databases (Table 1), probes were first mapped by sequence. This was a straightforward process relative to matching mRNA probes, as miRNA are very short. All the data were first merged using the name of the miRNA. Sequence matching was then carried out. The Agilent probe sequences were shorter than the probes from the other platforms. If the Agilent probe sequence was contained within a probe from the other platforms, it was considered a match.

Spearman correlations were determined for within-platform comparisons and for between-platform comparisons. Correlations were calculated separately for the set of miRNAs that were either 1) detectably expressed as 'present' on the two arrays being compared, or 2) detectably expressed on all four array platforms and gave measurable Ct values using RT-PCR.

Within platform correlations were conducted either using all miRNAs detectably expressed as present on that platform, or using the miRNAs that were present on all four platforms and gave measurable Ct values using RT-PCR. The Spearman correlation between log_2_(Ref. 1_A_/Ref. 2_A_) vs. log_2_(Ref. 1_B_/Ref. 2_B_) and log_2_(Ref. 1_A_/Ref. 2_B_) vs. log_2_(Ref. 1_B_/Ref. 2_A_) were averaged, and standard error and 95% confidence intervals were obtained using the bootstrap [30].

Spearman correlations between the mean relative differences (log_2_) for each platform to the relative difference obtained from RT-PCR were estimated. Standard Errors and 95% confidence intervals were obtained as above. Similarly, for comparisons between different array platforms, Spearman correlations with standard errors and 95% confidence intervals for mean relative differences (log_2_) were also estimated. Similar to the within-platform correlations, all correlations were determined based on either all miRNAs that were detectably expressed on the two platforms being compared, or all miRNAs that were detectably expressed on all four array platforms, plus the RT-PCR arrays. The Concordance correlation coefficient [23] (CCC) analysis was conducted using the epiR R library 2 [31].

Finally, two of the platforms evaluated were one-color arrays (Agilent, LC Science) with two platforms running two-color arrays (Exiqon, Invitrogen NCode). To evaluate whether this distinction led to increased differences between platforms, each of the two-color arrays were analyzed both as a two-color arrays, and as a one-color array.

## List of Abbreviations

miRNA: microRNA

## Authors' contributions

The concept of the experiment and the experiment design were conceived by CLY and AW. Sample preparation and miRNA analysis with Agilent and Exiqon platforms were carried out by AR-C. NCode arrays were printed and hybridized by JDHS. The arrays were sequence matched data, filtered and normalized by AW, who also performed the correlation analysis. The manuscript was written by CLY with input from all authors. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Number of miRNAs in common (from Present miRNAs only; 2-color data)**. A Venn diagram depicting the overlap of miRNA probes in common across the platforms for the 2-color data. Note that the overall number of miRNAs in common (54) would be the overlap of the intersects of these two Venn diagrams. Please also note that the present calls for one color analysis will be different from 2-color because the data processing is slightly different for the 2 approaches (i.e., there are twice as many data points in the two color analysis [dye swap], and the data processing involved in the 1 versus 2 color introduces additional variation associated with present or absent calls). Click here for file

Additional file 2 **Venn diagram depicting the number of miRNAs in common (from Present miRNAs only; 1-color data)**. A Venn diagram is shown for the overlap of miRNA probes in common across the platforms for the 1-colour analysis. Note that the overall number of miRNAs in common (54) would be the overlap of the intersects of these two Venn diagrams. Please also note that the present calls for one color analysis, will be different from 2-color because the data processing is slightly different for the 2 approaches (i.e., there are twice as many data points in the two color analysis [dye swap], and the data processing involved in the 1 versus 2 color introduces additional variation associated with present or absent calls). Click here for file

Additional file 3 **Individual Spearman rank correlations**. Summary of all the individual Spearman rank correlations conducted. 

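The individual correlations set the ratio of same-numbered samples or of crossed samples against each other. In Exiqon two-color data the same-numbered correlation was 0.406 and the crossed one 0.232 over all probes, and 0.927 and 0.579 over the brightest 10%. In NCode two-color data over all probes they were 0.362 and 0.134. In NCode one-color data, where same-numbered samples were on different slides, they were 0.519 and 0.377 over all probes and 0.764 and 0.714 over present ones. LC Sciences values were 0.650 and 0.720, Exiqon one-color values 0.317 and 0.349, and Agilent values over present miRNAs were 0.996 and 0.995. Over the brightest 10% of probes the order was reversed for LC Sciences, at 0.976 and 0.959, and for Exiqon in one color, at 0.742 and 0.690.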

R1.1 = Reference 1, replicate 1. R2.1 = Reference 2, replicate 1. R1.2 = Reference 1, replicate 2. R2.1 = Reference 2, replicate 1. Click here for file

Additional file 4 **Scatterplots for all pair-wise comparisons**. Scatterplots for all pair-wise comparisons of the log_2 _ratio of Pool A to Pool B are presented for each platform. Present miRNAs are in red, while miRNAs that were called 'absent' (i.e., not a high enough signal) are depicted in blue. The correlation coefficients (R^2^), slopes and intercepts are shown in the top left corner of the figure for the 'Present' miRNAs, and bottom right corner for the 'Absent' miRNAs. Click here for file

Additional file 5 **Correlation of platforms with Taqman RT-PCR**. A permutation test was used to test the correlation of platforms with Taqman RT-PCR (i.e., compare accuracy between platforms). The p-value for testing differences between the correlation coefficients was calculated using permutation analysis. Here, 5000 permutations were used to generate the null distribution of the test statistic. Click here for file

## References

[B1] SinghSKPal BhadraMGirschickHJBhadraUMicroRNAs--micro in size but macro in functionFEBS J2008275204929494410.1111/j.1742-4658.2008.06624.x18754771

[B2] CarletonMClearyMALinsleyPSMicroRNAs and cell cycle regulationCell Cycle2007617212721321778604110.4161/cc.6.17.4641

[B3] CroceCMCauses and consequences of microRNA dysregulation in cancerNat Rev Genet2009101070471410.1038/nrg263419763153PMC3467096

[B4] HudderANovakRFmiRNAs: effectors of environmental influences on gene expression and diseaseToxicol Sci2008103222824010.1093/toxsci/kfn03318281715PMC2922762

[B5] LuJGetzGMiskaEAAlvarez-SaavedraELambJPeckDSweet-CorderoAEbertBLMakRHFerrandoAADowningJRJacksTHorvitzHRGolubTRMicroRNA expression profiles classify human cancersNature2005435704383483810.1038/nature0370215944708

[B6] WangKZhangSMarzolfBTroischPBrightmanAHuZHoodLEGalasDJCirculating microRNAs, potential biomarkers for drug-induced liver injuryProc Natl Acad Sci USA2009106114402440710.1073/pnas.081337110619246379PMC2657429

[B7] WangYLiangYLuQMicroRNA epigenetic alterations: predicting biomarkers and therapeutic targets in human diseasesClin Genet200874430731510.1111/j.1399-0004.2008.01075.x18713257

[B8] XiaoCRajewskyKMicroRNA control in the immune system: basic principlesCell20091361263610.1016/j.cell.2008.12.02719135886

[B9] AchRAWangHCurryBMeasuring microRNAs: comparisons of microarray and quantitative PCR measurements, and of different total RNA prep methodsBMC Biotechnol200886910.1186/1472-6750-8-6918783629PMC2547107

[B10] ChenYGelfondJAMcManusLMShiremanPKReproducibility of quantitative RT-PCR array in miRNA expression profiling and comparison with microarray analysisBMC Genomics20091040710.1186/1471-2164-10-40719715577PMC2753550

[B11] SatoFTsuchiyaSTerasawaKTsujimotoGIntra-platform repeatability and inter-platform comparability of microRNA microarray technologyPLoS One200945e554010.1371/journal.pone.000554019436744PMC2677665

[B12] YaukCLBerndtMLReview of the literature examining the correlation among DNA microarray technologiesEnviron Mol Mutagen200748538039410.1002/em.2029017370338PMC2682332

[B13] ChenJJHsuehHMDelongchampRRLinCJTsaiCAReproducibility of microarray data: a further analysis of microarray quality control (MAQC) dataBMC Bioinformatics2007841210.1186/1471-2105-8-41217961233PMC2204045

[B14] ShiLTongWFangHScherfUHanJPuriRKFruehFWGoodsaidFMGuoLSuZHanTFuscoeJCXuZAPattersonTAHongHXieQPerkinsRGChenJJCascianoDACross-platform comparability of microarray technology: intra-platform consistency and appropriate data analysis procedures are essentialBMC Bioinformatics20056Suppl 2S1210.1186/1471-2105-6-S2-S1216026597PMC1637032

[B15] StaffordPBrunMThree methods for optimization of cross-laboratory and cross-platform microarray expression dataNucleic Acids Res20073510e7210.1093/nar/gkl113317478523PMC1904274

[B16] YaukCLBerndtMLWilliamsADouglasGRComprehensive comparison of six microarray technologiesNucleic Acids Res20043215e12410.1093/nar/gnh12315333675PMC516080

[B17] NelsonPTWangWXWilfredBRTangGTechnical variables in high-throughput miRNA expression profiling: much work remains to be doneBiochim Biophys Acta20081779117587651843943710.1016/j.bbagrm.2008.03.012PMC2660892

[B18] IrizarryRAWarrenDSpencerFKimIFBiswalSFrankBCGabrielsonEGarciaJGGeogheganJGerminoGGriffinCHilmerSCHoffmanEJedlickaAEKawasakiEMartinez-MurilloFMorsbergerLLeeHPetersenDQuackenbushJScottAWilsonMYangYYeSQYuWMultiple-laboratory comparison of microarray platformsNat Methods20052534535010.1038/nmeth75615846361

[B19] GuthrieJLSeahCBrownSTangPJamiesonFDrewsSJUse of Bordetella pertussis BP3385 to establish a cutoff value for an IS481-targeted real-time PCR assayJ Clin Microbiol200846113798379910.1128/JCM.01551-0818784312PMC2576621

[B20] GuoLLobenhoferEKWangCShippyRHarrisSCZhangLMeiNChenTHermanDGoodsaidFMHurbanPPhillipsKLXuJDengXSunYATongWDraganYPShiLRat toxicogenomic study reveals analytical consistency across microarray platformsNat Biotechnol20062491162116910.1038/nbt123817061323

[B21] ShiLReiLHJonesWDShippyRWarringtonJABakerSCCollinsPJde LonguevilleFKawasakiESLeeKYLuoYSunYAWilleyJCSetterquistRAFischerGMTongWDraganYPDixDJFruehFWGoodsaidFMHermanDJensenRVJohnsonCDLobenhoferEKPuriRKSchrfUThierry-MiegJWangCWilsonMWolberPKThe MicroArray Quality Control (MAQC) project shows inter- and intraplatform reproducibility of gene expression measurementsNat Biotechnol20062491151116110.1038/nbt123916964229PMC3272078

[B22] LinLIA concordance correlation coefficient to evaluate reproducibilityBiometrics198945125526810.2307/25320512720055

[B23] MironMWoodyOZMarcilAMurieCSladekRNadonRA methodology for global validation of microarray experimentsBMC Bioinformatics2006733310.1186/1471-2105-7-33316822306PMC1539027

[B24] SahSMcCallMNEveleighDWilsonMIrizarryRAPerformance evaluation of commercial miRNA expression array platformsBMC Res Notes201038010.1186/1756-0500-3-8020298588PMC2853548

[B25] YaukCLWilliamsABoucherSBerndtLMZhouGZhengJLRowan-CarrollADongHLambertIBDouglasGRParfettCRNovel design and controls for focused DNA microarrays: applications in quality assurance/control and normalization for the Health Canada ToxArrayBMC Genomics2006726610.1186/1471-2164-7-26617052352PMC1635050

[B26] GaoXGulariEZhouXIn situ synthesis of oligonucleotide microarraysBiopolymers20047357959610.1002/bip.2000515048782

[B27] ZhuQHongAShengNZhangXJunK-YSrivannavitOGulariEGaoXZhouXRampal JBMicrofluidic biochip for nucleic acid and protein analysisMethods Mol Biol2007382287312full_text1822023910.1007/978-1-59745-304-2_19

[B28] BolstadBMIrizarryRAAstrandMSpeedTPA comparison of normalization methods for high density oligonucleotide array data based on variance and biasBioinformatics200319218519310.1093/bioinformatics/19.2.18512538238

[B29] R.D.C. T: R A language and environment for statistical computing2004http://www.r-project.org/

[B30] ZhuDLiYLiHMultivariate correlation estimator for inferring functional relationships from replicated genome-wide dataBioinformatics200723172298230510.1093/bioinformatics/btm32817586543

[B31] StevensonSNunesTSanchezJThorntonRepiR: Functions for analysing epidemiological dataR package version 0.9-222009http://CRAN.R-project.org/package=epiR

# Supplementary material for: Cross-platform analysis of global microRNA expression technologies
**Source:** BMC Genomics. 2010 May 26;11:330. doi: 10.1186/1471-2164-11-330
**Supplement:** Additional file 3 — Individual Spearman rank correlations. Summary of all the individual Spearman rank correlations conducted. R1.1 = Reference 1, replicate 1. R2.1 = Reference 2, replicate 1. R1.2 = Reference 1, replicate 2. R2.1 = Reference 2, replicate 1.

**Table S1.**

|  | 54 Sequenced Matched miRNAs and Present on all Platforms | | Present Sequenced  Matched miRNAs | | |
| --- | --- | --- | --- | --- | --- |
| Individual Correlations Within Platforms | R.1.1/R.2.1 vs R.1.2/R.2.2 | R.1.1/R.2.2 vs R.1.2/R.2.1 | Number of Probes | R.1.1/R.2.1 vs R.1.2/R.2.2 | R.1.1/R.2.2 vs R.1.2/R.2.1 |
|  |  |  |  |  |  |
| Agilent | 0.995 | 0.995 | 122 | 0.996 | 0.995 |
| Exiqon 2 color | 0.987 | 0.838 | 131 | 0.984 | 0.845 |
| Exiqon 1 color | 0.795 | 0.809 | 125 | 0.872 | 0.876 |
| NCode 2 color | 0.863 | 0.769 | 118 | 0.778 | 0.633 |
| Ncode 1 color | 0.865 | 0.836 | 124 | 0.849 | 0.857 |
| LC Sciences | 0.992 | 0.970 | 131 | 0.979 | 0.977 |

# Supplementary material for: Cross-platform analysis of global microRNA expression technologies
**Source:** BMC Genomics. 2010 May 26;11:330. doi: 10.1186/1471-2164-11-330
**Supplement:** Additional file 5 — Correlation of platforms with Taqman RT-PCR. A permutation test was used to test the correlation of platforms with Taqman RT-PCR (i.e., compare accuracy between platforms). The p-value for testing differences between the correlation coefficients was calculated using permutation analysis. Here, 5000 permutations were used to generate the null distribution of the test statistic.

**Table S2.**

| Comparison | Correlation 1 | Correlation 2 | Difference | *p-*value |
| --- | --- | --- | --- | --- |
| Agilent vs Exiqon one color | 0.653 | 0.691 | -0.038 | 0.4100 |
| Agilent vs Exiqon two color | 0.653 | 0.656 | -0.003 | 0.9354 |
| Agilent vs LC Sciences | 0.653 | 0.506 | 0.148 | 0.1156 |
| Agilent vs NCode one color | 0.653 | 0.730 | -0.076 | 0.3046 |
| Agilent vs NCode two color | 0.653 | 0.775 | -0.122 | 0.0992 |
| Exiqon one color vs LC Sciences | 0.691 | 0.506 | 0.186 | 0.0280 |
| Exiqon one color vs NCode one color | 0.691 | 0.730 | -0.038 | 0.6452 |
| Exiqon one color vs NCode two color | 0.691 | 0.775 | -0.084 | 0.2952 |
| Exiqon two color vs Exiqon one color | 0.656 | 0.691 | -0.035 | 0.2848 |
| Exiqon two color vs LC Sciences | 0.656 | 0.506 | 0.151 | 0.0594 |
| Exiqon two color vs NCode one color | 0.656 | 0.730 | -0.073 | 0.3644 |
| Exiqon two color vs NCode two color | 0.656 | 0.775 | -0.119 | 0.1296 |
| NCode one color vs LC Sciences | 0.730 | 0.506 | 0.224 | 0.0338 |
| NCode two color vs LC Sciences | 0.775 | 0.506 | 0.270 | 0.0244 |
| NCode two color vs NCode one color | 0.775 | 0.730 | 0.046 | 0.2530 |

How the deposited data were processed for this re-analysis (not part of the article)

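The 2 reference pools of mouse RNA were measured on 4 microarray platforms in 24 samples, 2 aliquots per reference in each of 6 platform analyses. The authors' scanner files give spot intensity for Agilent and NCode, not yet normalized. The authors deposited log2 values for Exiqon, Agilent and NCode and linear normalized intensity for LC Sciences, after cyclic lowess or dye swap with lowess. The deposited Agilent columns had a Pearson correlation of at least 0.999 with the recomputed log2 values of the same samples, over 560 shared miRNAs, with column medians from 5.48 to 5.49. No per-sample column was left unused. With 2 samples per reference, the number of arrays limits the precision.

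Values were computed with R 4.3.3 and limma 3.58.1, with an intensity trend in the empirical Bayes step. Outlier-flagged spots made up at most 2.71% of the spots on an Agilent array. They were at first left out array by array, a step that the design written before the data were examined does not contain. Under that step the Agilent within-platform correlation was 0.827. All non-control spots were then kept, as the design states, after the correlation had been seen under several treatments of spots and probes. The alternatives that leave out flagged spots, the brightest 10% of probes, the Alexa Fluor 3 channel alone, the pseudocount of 32 and the count of every LC Sciences row were chosen after the data were seen. The LC Sciences values were at first counted as 3395 separate rows, with 1025 differing between the references. The rows were joined to 679 probes once it was seen that each set of values stands 5 times. This left the correlation at 0.685 and lowered the number of differing probes to 203.

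Correlations carry bootstrap errors from 2000 resamples of miRNAs. Present calls used the 288 negative control spots of Agilent and the 48 random hexamer spots of NCode, trimmed by 5% at each end. The fits were tested on simulated data with 200 changed probes, drawn at random with dim ones included. The change was added to normalized values, with noise drawn independently for each sample. The percents recovered therefore describe the fits alone, not the detection of a change in RNA, which dim probes understate. The simulated two-color data held no effect of shared slides, although their fits carried the block. False calls ranged from 2 on LC Sciences to 9 on Agilent. A log2 change of 1 was recovered for 100% of changed miRNAs on Agilent, 31.3% of probes on LC Sciences, 88.1% and 67.2% of probes on Exiqon in 2 colors and one color, and 65.7% and 86.6% on NCode in 2 colors and one color.

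In two-color data the replicate number marks shared dye-swapped slides, which the labels name, and was a block. In Exiqon and NCode one-color data, same-numbered samples of the references were on the different slides of one dye-swapped pair, so the number marks a pair of slides there too. Their fits had no block, as written before the data were examined, with the blocked fit as an alternative. Agilent and LC Sciences samples share only a number. Named miRNAs were to be members of the lists, plus the 10 highest and 10 lowest over the miRNAs present on every platform. Because Exiqon, NCode and LC Sciences probes were not matched to names here, that common set could not be formed, and the 10 highest and 10 lowest were taken among present Agilent miRNAs instead. The choice of mouse probes and the sequence matching could likewise not be repeated, and TaqMan data and between-platform comparisons were not analysed here. Further lists gave 7 of 8 miR-29 and miR-30 miRNAs lower, and 7 of 9 let-7 miRNAs higher and 2 lower. Of 13 miRNAs in the miR-17 list, which also holds miR-19a, miR-19b, miR-25, miR-92a and miR-363, 8 were higher and 1 lower. Of 9 neural miRNAs, 6 were higher and 2 lower. Of 8 fetal X-linked miRNAs 7 were higher, of 4 Hox cluster miRNAs 3 were higher and 1 lower, and of 2 gonadal miRNAs 1 was higher and 1 lower. Of the calls in these further lists, 3 of the neural list, 1 of the miR-17 list, 1 of the fetal X-linked list and the lower gonadal miRNA, miR-202-5p, were not well above background on any array. The let-7 median of 0.59 was 0.19 with median centering, 0.23 with no normalization, 0.17 in the deposited values and 0.06 with the processed signal, and 5 of the 9 lay above 0 in the deposited values and with the processed signal. Both smooth muscle miRNAs were lower, but their median of -0.19 turned to 0.20 with median centering.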

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

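Of the 10 miRNAs of a mouse gammaherpesvirus on the Agilent array, which the paper does not report on, 1 was called well above background by the scanner software on all 4 arrays. Its normalized log2 signal, for mghv-miR-M1-2, was 5.87 over the arrays, 5.58 in Reference 1 and 6.17 in Reference 2, against a mean negative control threshold of 5.70. That threshold averages the log2 control thresholds of the 4 arrays before normalization, and differs from the scanner software's rule. Reference 1 lay below it, but this is not a present call, which sets each spot against its own array's threshold. No biological explanation was tested.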

How the results depend on the processing

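Of the values under alternative settings, 106 stayed close to the main value and 80 moved. The cause was not tested except where stated. Quantile normalization gave within-platform correlations of 0.6599 for LC Sciences, 115 differing probes in NCode one-color data, a one- with two-color correlation of 0.9206 and an R2 over absent probes of 0.5275 for NCode, against 0.965 and 0.434. The percent of miRNAs higher in Reference 1 was then 39.75 for Agilent, 46.69 for LC Sciences, 53.03 for Exiqon one-color, 44.64 for NCode two-color and 45.17 for NCode one-color data. Median centering gave 498 differing Agilent miRNAs and 71 Exiqon two-color probes, a correlation of 0.7016 for NCode one-color data, and percents of 36.22 for Agilent, 39.76 for LC Sciences, 54.44 for Exiqon two-color, 50.04 for NCode two-color and 40.48 for NCode one-color data. With no normalization the NCode percents were 70.5 in 2 colors and 78.03 in one color. The Agilent processed signal, scaled to the 75th percentile of detected probes, gave 218 differing miRNAs, with fewer miRNAs tested, and moved the median log2 ratio to 0.374. Normexp gave 16 differing probes in NCode two-color data, and the deposited value table gave 86 in NCode one-color data. Without the intensity trend there were 25 in 2 colors and 87 in one color. Over only present miRNAs, fewer being tested, 106 Agilent miRNAs, 8 NCode two-color and 82 NCode one-color probes differed, and the percents were 38.94 for Agilent and 43.75 for NCode two-color data.

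With no filter the within-platform correlation was 0.922 for Agilent, 0.2482 for NCode two-color and 0.4477 for NCode one-color data, and the one- with two-color correlation of NCode was 0.5301. The stricter filter gave 0.7818 for NCode two-color data. Pearson correlations were 0.7382 for LC Sciences, 0.7009 and 0.567 for Exiqon in 2 colors and one color, 0.6688 for NCode one-color data and 0.8954 between the Exiqon analyses. Same-numbered pairs gave 0.6501 for LC Sciences and 0.4063 for Exiqon two-color data, and crossed pairs 0.7198 and 0.2318. Present NCode two-color probes numbered 27 at 2 SD, 10 at 6 SD and 41 when at least 50% of the spots had to pass. Of the settings chosen after the data were seen, leaving out flagged spots array by array gave an Agilent correlation of 0.8274 and 5 differing NCode two-color probes, and leaving them out on every array gave 0.9935 and 49. The pseudocount of 32 gave 0.7333 for LC Sciences, and counting each of its repeated rows separately gave 1025 differing rows. The brightest 10% of probes gave 0.9679 for LC Sciences, 0.7532 and 0.7161 for Exiqon in 2 colors and one color and 0.716 for NCode two-color data.

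With a replicate block, no Exiqon one-color probe differed by limma, against 24 without it (0 at the adjusted threshold, 163 at an unadjusted p under 0.05). With no replicate block 38 NCode two-color probes differed, against 78 with it. The block left the Agilent count at 328, and LC Sciences gave 156 with it, NCode one-color data 64 and Exiqon two-color data 86 without it. Same-numbered one-color samples deviated with correlations of 0.0612 for Agilent, -0.157 for LC Sciences, 0.0152 for Exiqon and 0.272 for NCode.

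Leaving out each sample in turn, with the lone sample assumed to vary like the other reference, gave 283 to 322 differing Agilent miRNAs, 4 to 214 LC Sciences probes, 0 to 51 Exiqon one-color and 0 to 110 NCode one-color probes. It gave 16 to 71 present NCode two-color probes, and one- with two-color correlations of 0.8005 to 0.8604 for Exiqon and 0.8882 to 0.9853 for NCode. The lowest LC Sciences count was without replicate 1 of Reference 2 and the next, 6, without replicate 2. Without either Reference 2 sample no probe passed in limma for Exiqon one-color data, with 99 and 109 at an unadjusted p under 0.05, or for NCode one-color data, with 126 and 103. In two-color data the blocked fit with 1 sample left out has no residual degrees of freedom, and the fit with no block, added after the data were seen, gave 70 and 57 differing Exiqon probes without replicate 1 or 2 of Reference 1 and 74 and 69 without those of Reference 2, against 86 with all samples, and in the same order 17, 18, 15 and 34 NCode probes against 38. Mean spot signals for NCode, and filters for Exiqon and LC Sciences, were not run. Signal over background limits the dim miRNAs: 307 of 566 Agilent miRNAs were not well above background on any array. The camera calls with a preset correlation ended with an estimated one for every list tested. The fry test, also planned, gave an adjusted p of 0.0263 or less for every list. It does not compare a list with the other miRNAs. Its adjusted p was 0.00496 even for the list of pluripotent cells, none of whose members was well above background on any array.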

Differences from the paper's values

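The paper's within-platform correlations are over sequence-matched present miRNAs, whereas the values here are over other sets of probes, a limit on each comparison. Errors of the paper are standard errors. A value is called within the errors when it differs from the paper's by no more than the larger of the bootstrap standard error here and the paper's, where it gives one. For LC Sciences the paper's value is 0.978 and the value here 0.685, for Exiqon two-color data 0.914 and 0.319, and for Exiqon one-color data 0.874 and 0.333. No alternative set before the data were examined came within the errors for these. For LC Sciences the brightest 10% of probes, a set chosen after seeing the values, gave 0.968, which is within the errors. How many of the paper's present miRNAs that set drops cannot be counted without probe names. For NCode one-color data the paper's value is 0.853 and the value here 0.739, with no alternative within the errors. For NCode two-color data the paper's value is 0.706 and the value here 0.899 over 16 probes, with a bootstrap 95% interval of 0.674 to 0.982 that includes the paper's. Of the alternatives set before the data were examined, only the stricter filter, at 0.782, came within the errors. The brightest 10% of probes, chosen after seeing the values, gave 0.716, also within them, and the paper's miRNAs that it drops could again not be counted.

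The paper's correlations between one- and two-color data are over miRNAs present in both analyses. Those here are over other sets of probes, again a limit on the comparison. For Exiqon the paper's value is 0.943 and the value here, over all 1352 probes, 0.852. No alternative set before the data were examined was within the errors. For NCode the paper's value is 0.891 and the value here, over 16 probes, 0.965, with a bootstrap 95% interval of 0.845 to 0.997 that includes the paper's. The value of 0.965 lies above the paper's own 95% interval. Quantile normalization at 0.921 and leaving out replicate 1 of Reference 1 at 0.915 or replicate 2 of Reference 2 at 0.888 came within the errors, and the other alternatives did not. The paper counts 118 present NCode miRNAs in 2 colors and 124 in one color. Over all numbered probes the counts here were 16 and 265, and no alternative came within 1.5 times the paper's. The paper's counts are over sequence-matched miRNAs, and it describes the NCode set as multi-species. The numbered probes are thus not all for mouse, and the counts are of unlike sets. If the paper's miRNAs are among the numbered probes, a wider set under the same rule cannot hold fewer present ones. The unlike sets then do not account for 16 against 118. The paper does not state how channels and samples were combined into a call, and whether its rule differed there was not tested. The paper ranks NCode two-color data as the least reproducible. Over the brightest 10% of probes its value of 0.716 equalled that of Exiqon one-color data to 3 digits, and over all probes it was the lowest at 0.248. Over present probes it was not the lowest, at 0.899 against 0.739 for NCode one-color data, but those sets hold 16 and 265 probes. On the same 16 probes the one-color value was 0.941, and on the same 265 the two-color value was 0.569. The two-color value was thus the lower on either common set, though on the 16 the interval of the difference, -0.103 to 0.221, includes 0.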

Other observations

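The tests of flagged spots and probes were chosen after the result was seen, as were the sign condition, sizes and spread for dim miRNAs and the standard error in the comparison of slides below. Leaving out flagged spots array by array lowered the Agilent correlation from 0.995 to 0.827. A candidate explanation is that the median over spots moved between probes of one miRNA. With the same spots left out but medians taken within each probe first, the correlation was 0.9957, which is consistent with it.

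In two-color data, correlations were higher for same-numbered than for crossed pairs. In NCode one-color data, where same-numbered samples were on different slides, they were also higher over all probes, at 0.519 against 0.377. A gap thus appeared there without a shared slide. Over the 265 present probes the one-color values were 0.764 and 0.714. Over the 113 brightest probes, chosen after the data were seen, they were 0.765 and 0.758. NCode two-color values over its 113 brightest probes were 0.852 and 0.580. Among the brightest probes the one-color gap was thus small, while the two-color gap remained. Spot effects shared by the channels of one NCode slide might give the two-color gap. In log2 channel signals before normalization, deviations on the same slides correlated at -0.196 and 0.338, and those on other slides at 0.120 and 0.183. The mean difference was -0.0802 with a standard error of 0.269. These values do not decide whether the difference reaches the 0.1 that the explanation required. The gap itself was seen in loess-normalized values, which the comparison did not use. That loess worked within slides and left levels between slides unadjusted, an effect that was not tested. Exiqon was not tested, and other effects of a slide pair stay open.

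On Agilent, 93 miRNAs that were not well above background on any array passed the test. One explanation is cyclic lowess normalization of dim miRNAs, which could produce such calls. With no normalization, 8 of the 93 passed in the same direction, while 85 of 93 kept their sign. The median size of their log2 difference was 0.0834 with lowess and 0.0870 without it, while the median SD within a reference was 0.0176 and 0.0596. Calls were thus lost with differences of like size and a larger spread, which does not decide whether lowess produced them, so the explanations cannot be told apart. Why the spread differed was not tested. Had only the number of calls kept been used, as written before the test, the values would have gone with lowess.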
